A study of Mus musculus with 12 samples. Its data were reported in "Global H3.3 dynamic deposition defines its bimodal role in cell fate transition" (2018).

How the data were processed

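Messenger RNA was sequenced in 12 libraries of mouse cells, 1 library for each of 12 conditions. Mouse embryonic fibroblasts (MEFs) carrying a GFP reporter behind Oct4 were infected with retroviruses that express Oct4, Sox2, Klf4 and c-Myc (OSKM). Cells were collected on days 0, 3, 6, 9, 12 and 16, and the labels call the day 0 cells wild type. Cells of days 6 and 9 were sorted on Thy-1, a surface marker of fibroblasts, and cells of days 12 and 16 on SSEA-1, a surface carbohydrate of pluripotent cells. The remaining libraries came from induced pluripotent stem cells (iPSCs) and from D3 mouse embryonic stem cells (mESCs). Groups were taken from the titles in the labels. Columns of the deposited table were matched to libraries by day and by the sign of the sorting marker, reading "pos" and "neg" as that sign.

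The authors prepared stranded TruSeq mRNA libraries, sequenced them on a HiSeq instrument and mapped the reads to the mm9 mouse genome with STAR. Reads with more than 2 mismatches and reads that mapped to more than 1 locus were removed. The authors then estimated gene expression with cuffdiff. The deposited values are FPKM, fragment counts normalised to transcript length and to a measure of library size. They come with the lower and upper end of the interval that cuffdiff gave to each FPKM (95% by its default). Software versions, the gene annotation and the library scaling of cuffdiff were not stated. These steps bear on the values in several ways. The removal of reads with several loci lowers genes with near-identical copies, pseudogenes and paralogs. Genes shorter than a fragment receive large FPKM from few fragments. Reads of the retroviral OSKM coding sequences cannot be told from those of the endogenous genes in a gene-level value. Since each condition had 1 library, the interval of cuffdiff is modelled and holds no measured biological variation.

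The table held 24098 genes by symbol. A further 12 columns with 1 entry per library, the status words of cuffdiff, were not used. An FPKM of exactly 0 is reported as listed at 0, since it can also be a failed estimate. Between 11 and 33 genes per library had an FPKM outside their own interval. Among values of at least 10 FPKM in the kept genes, the median half-width of the interval was 100.1% of the FPKM.

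Total fragments per library were not used here, so absolute depth is unknown. Relative depth was estimated from the steps of low genes: in genes under 0.5 FPKM in D0 and in a second library, the most common ratio of the 2 values is what 1 fragment is worth in that library against D0. This gave a depth relative to D0 between 0.967 in D9T+ and 1.56 in D6T-. The estimate covers counting depth only and assumes equal effective gene lengths in the libraries.

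Values were analysed as log2(FPKM + 1), and genes with an FPKM of at least 1 in at least 1 library were kept (14178 genes). Fold changes are on this scale, which understates the change of low genes. Counts of genes past a fold threshold of 4 (end points) or 2 (sorted fractions of one day) were taken without a test. Genes past the threshold between D0 and iPSCs were placed in classes by a rule. Class I was lower in iPSCs and at least 2-fold below D0 in the mean of D12S+ and D16S+ and in the mean of D12S- and D16S-. Class II was at least 2-fold below D0 only in the former, so a smaller change in the latter was allowed. Classes III and IV mirror them for genes higher in iPSCs. A gene was called expressed from a library onwards when it exceeded 1 FPKM in that library and every later one of the route D0, D3, D6T-, D9T-, D12S+, D16S+ and iPSCs, and was at most 1 FPKM in every earlier one. Principal components were computed on centred values.

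Gene lists were described by the median of their log2 differences and by the percentile of that median among 10000 random lists of the same size, matched on mean expression in 20 bins. Lists and processing alternatives were fixed before the data were examined. The paper and its figures had been read by then, and the pluripotency, epithelial, fibroblast and mesenchymal lists hold genes it names, so the direction of many of them was known. A further 4 lists (interferon response, antigen processing, leukocyte, hypoxia and glycolysis) were written after patterns had been seen in the data and leave out the genes that drew attention. The medians of the earlier lists had been seen before any test of the closing section was written. Single genes are named when they belong to a list, or when they are among the 3 largest rises or 3 largest falls from D0 to iPSCs, or among the 3 genes per direction with the largest smallest-of-4-days difference between the fractions, leaving out the 4 OSKM genes. A gene that met the rule is not reported here. Other genes that drew attention are not named.

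Positions are from the GENCODE M1 annotation of the mm9 build (NCBIM37), 1-based. Of 283 named genes in the table, 272 had a single annotated gene of that name, and all 272 overlapped the locus in the table. The functions for fold counts, classes, onsets, lists, components and depth steps were tested on simulated data. In a simulation of 8708 genes, 100 of 100 genes raised 16-fold and 100 of 100 lowered 16-fold were called, with 0 other calls. Of 200 random lists, 193 fell inside the central 95%. Changes of this size lie far past the fold thresholds. The simulation therefore checks the code and gives no rate of false calls in these unreplicated libraries.

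The alternatives were a pseudocount of 0.1, no filter, a filter at 5 FPKM, scaling to the same total FPKM, scaling by the median of ratios, another fold threshold, an onset at 2 FPKM, classes from day 16 alone, hierarchical clustering into 4 clusters (Euclidean distance, complete linkage), unit variance before the components, Pearson in place of Spearman, and the list mean. A count was taken as moved when it differed by more than 1.5 times, a log2 median when it differed by 0.58 or more, a correlation by more than 0.05, and the share of variance by more than 5 percentage points. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.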

Results

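To follow the transcriptome of fibroblasts as they were converted to pluripotent cells, mRNA-Seq libraries of 12 conditions were compared. D0 and D3 were unsorted cells of days 0 and 3, and the labels call D0 wild type and D3 post OSKM induction. D6T- and D9T- (Thy-1-) and D12S+ and D16S+ (SSEA-1+) were the sorted fractions that the study treats as the successful route, and D6T+, D9T+, D12S- and D16S- were the unsuccessful route. Established iPSCs and mESCs served as end points. Each condition had 1 library and no replicates, so no difference below has a replicate check. The total FPKM ranged from 484968 in D16S+ to 648264 in D0, and the estimated depth of the libraries relative to D0 ranged from 0.967 in D9T+ to 1.56 in D6T-, with 1.51 in D16S+ and 0.999 in D16S-.

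The sorting marker was examined first. Thy1 (chromosome 9, 43851467 to 43856662, plus strand) was listed at 669 FPKM in D0 and at 123 FPKM in D3. It was at 3.24 FPKM in D6T- against 477 FPKM in D6T+, and at 3.72 FPKM in D9T- against 491 FPKM in D9T+. On the days sorted by SSEA-1, Thy1 was at 28.7 FPKM in D12S+ against 75.7 FPKM in D12S-, and at 3.73 FPKM in D16S+ against 44.8 FPKM in D16S-. The intervals of cuffdiff were wide (0 to 1013 FPKM for D6T+ and 0 to 8.84 FPKM for D6T-) and overlapped in each of these pairs. SSEA-1 is a carbohydrate and has no gene of its own.

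**Figure D1:**
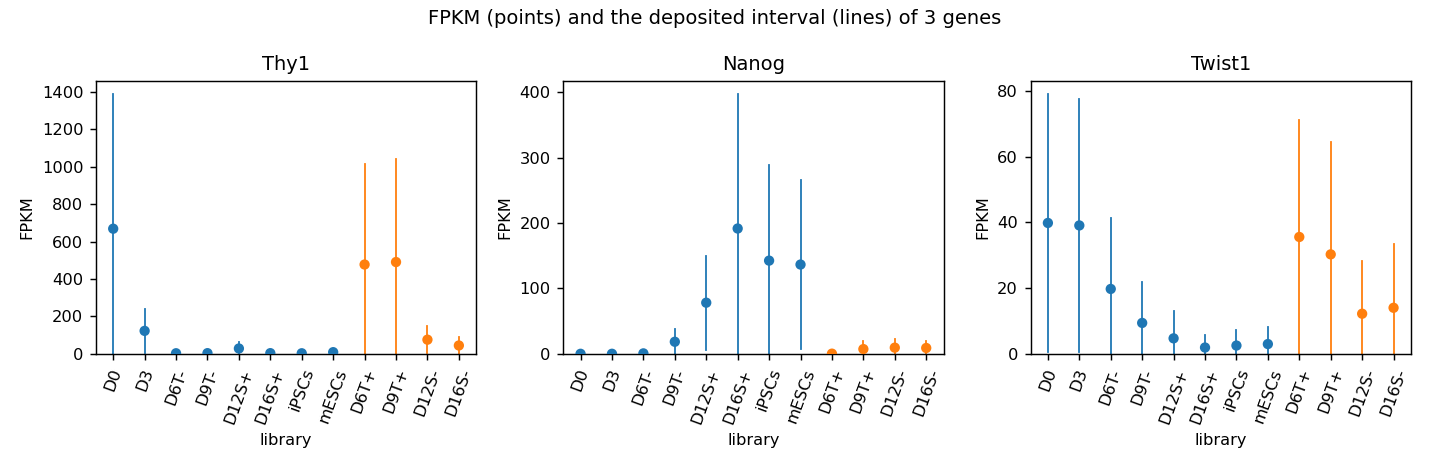
FPKM (points) and deposited cuffdiff interval (vertical lines) of Thy1, Nanog and Twist1 in each of the 12 libraries, with the Thy-1+ and SSEA-1- fractions in orange and all other libraries in blue. Thy1 was at 477 and 491 FPKM in the Thy-1+ fractions, Nanog rose to 192 FPKM in D16S+, and the intervals of most libraries reached down to or near 0.

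The 4 factors were higher in D3 than in D0. Pou5f1 (chromosome 17, 35642982 to 35647721), which encodes Oct4, rose from 1.99 FPKM in D0 to 858 FPKM in D3 and was at 1516 FPKM in iPSCs and 1292 FPKM in mESCs. These values include any reads of the retroviral coding sequence. At day 16, Klf4 was at 127 FPKM in D16S+ and 691 FPKM in D16S-, and Myc was at 92.6 FPKM in D16S+ and 599 FPKM in D16S-. On day 6 the difference ran the other way. Klf4 was at 587 FPKM in D6T- and 242 FPKM in D6T+, and Myc was at 542 FPKM in D6T- and 202 FPKM in D6T+. Myc was at 27.3 FPKM in D0, 43.97 FPKM in iPSCs and 4.87 FPKM in mESCs.

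Next, the libraries were ordered by their overall expression. The first principal component held 51.7% of the variance and the second 21.0%. On the first component, D0 had a score of -72.7, D16S+ of 81.8, iPSCs of 97.3 and mESCs of 106.6. When genes were scaled to unit variance the first component held 41.4%. Across genes, which are not independent replicates, the Spearman correlation with iPSCs was 0.934 for D16S+ and 0.794 for D16S-. The latter moved most with the filter, to 0.917 over all genes of the table, where the added genes were under 1 FPKM in every library. D12S- and D16S- were the pair with the fewest genes at least 2-fold apart (364), followed by D9T- and D12S- (662). D16S+ and iPSCs were 2-fold apart in 1722 genes, and D0 and D16S+ in 5792.

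**Figure D2:**
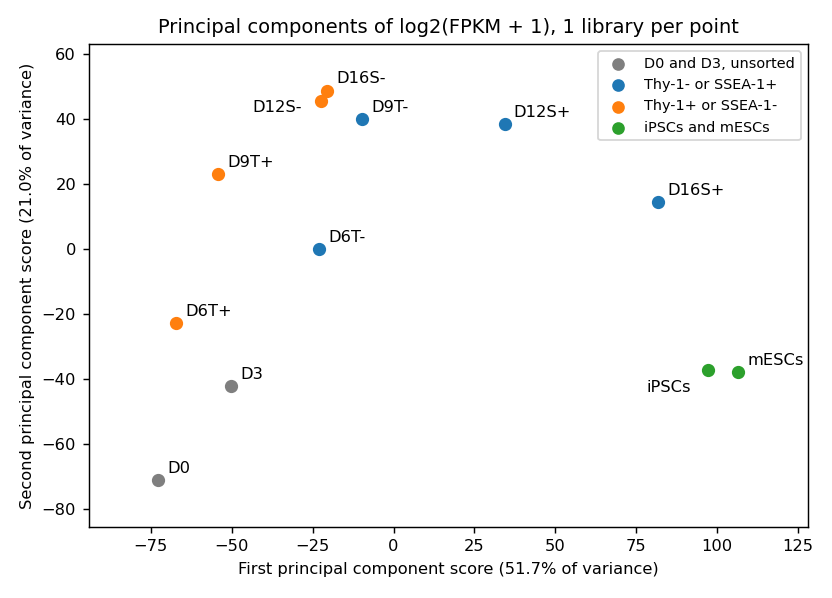
Scores of the 12 libraries on the first (51.7% of variance) and second (21.0%) principal component of log2(FPKM + 1), 1 point per library, coloured by unsorted cells, sorted fraction and pluripotent end point. D16S+ lies at 81.8 on the first component, near iPSCs at 97.3, while D12S- and D16S- lie beside D9T-.

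To identify genes that separate the end points, D0 was compared with iPSCs. At least 4-fold differences were seen for 877 higher and 1304 lower genes in iPSCs. Both counts moved most with the fold threshold, to 2650 and 3064 genes at 2-fold. The interval in iPSCs lay wholly above that in D0 for 66 genes and wholly below it for 74 genes. Among the lower genes, 764 were in class I (58.6%), lower on both routes by days 12 and 16. Another 390 were in class II, at least 2-fold lower only in the mean of the SSEA-1+ fractions. Another 147 were not 2-fold lower in either mean, and 3 were lower only in the SSEA-1- mean. Among the higher genes, 457 were in class III (52.1%), higher on both routes. Class IV held 330 genes, at least 2-fold higher only in the mean of the SSEA-1+ fractions. A further 81 were not 2-fold higher in either mean, and 9 were so only in the SSEA-1- mean. Hierarchical clustering of the same genes into 4 clusters did not separate classes I and II: 757 and 388 of their genes shared a cluster of 1296 genes. Nor did it separate classes III and IV, of which 425 and 306 genes shared a cluster of 819 genes.

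The largest rises from D0 to iPSCs were those of Dppa5a, Mir5133 and 2210409E12Rik. Dppa5a (chromosome 9, 78214859 to 78215984, minus strand) went from 1.34 FPKM in D0 to 84.3 FPKM in D9T-, 3582 FPKM in D16S+ and 2441 FPKM in iPSCs, a log2 change of 10.03, and was at 76.9 FPKM in D16S-. Mir5133 is a microRNA gene, with a locus of 61970325 to 61970401 on chromosome 9 in the table. It was listed at 0 in D0, at 617 FPKM in iPSCs and at 0 again in D9T-, D12S+ and D16S-, with an upper interval end of 2968 FPKM in iPSCs. 2210409E12Rik is annotated as a pseudogene (chromosome 11, 88833971 to 88834316), for which reads shared with another copy are uncertain, and was at 0.211 FPKM in D0, 635 FPKM in iPSCs and 44.9 FPKM in mESCs. The largest falls were those of Mcpt8, Tnc and Crabp1. Mcpt8 (chromosome 14, 56701003 to 56704053), a mast cell protease gene, was at 1201 FPKM in D0, 21.5 FPKM in D3 and 166 FPKM in D6T+, and was listed at 0 in iPSCs. Tnc (chromosome 4, 63620819 to 63681760) fell from 2399 FPKM in D0 to 3.95 FPKM in iPSCs, with a deposited interval in D0 of 2392 to 2407 FPKM that was far narrower, relative to the FPKM, than those of its other libraries. Crabp1 (chromosome 9, 54612555 to 54620917) fell from 6195 FPKM to 12.7 FPKM.

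The fixed gene lists were then followed along both routes. From D0 to D16S+, the 30 pluripotency genes rose by a median of 5.56 on the log2 scale, and all 30 were higher. The 21 epithelial genes rose by 4.85. The median of the 18 fibroblast genes with enough expression fell by 5.57, and that of the 15 mesenchymal genes fell by 3.41. Each of these medians lay beyond all 10000 random lists, whose central 95% was -0.44 to 0.64 for the pluripotency genes and -0.73 to 0.52 for the fibroblast genes. The pseudocount of 0.1 moved the pluripotency median most, to 8.18. The SSEA-1- fraction changed in the same direction by day 16: the median changes from D0 to D16S- were 1.68 for pluripotency, 4.56 for epithelial, -2.67 for fibroblast and -2.09 for mesenchymal genes.

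Between D16S+ and D16S-, the median difference was 3.61 for pluripotency genes, -2.64 for fibroblast genes and -1.88 for mesenchymal genes. For epithelial genes it was 0.41, with 13 of 21 genes higher in D16S+ and 8 lower, at the 98.4th percentile of the random lists (central 95% from -0.54 to 0.36). The epithelial difference had been 1.57 between D12S+ and D12S-. The pluripotency difference was 0.21 on day 6, at the 96.5th percentile, and 0.90 on day 9. Nanog (chromosome 6, 122657507 to 122664651) was at 0.0889 FPKM in D0, 0.735 FPKM in D6T-, 18.5 FPKM in D9T-, 78.2 FPKM in D12S+ and 192 FPKM in D16S+, against 7.30 FPKM in D9T+ and 8.99 FPKM in D16S-. Twist1 (chromosome 12, 34642536 to 34644682) fell from 39.8 FPKM in D0 to 1.93 FPKM in D16S+ and was at 14.01 FPKM in D16S-. The deposited intervals of both genes in D16S+ and D16S- overlapped.

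**Figure D3:**
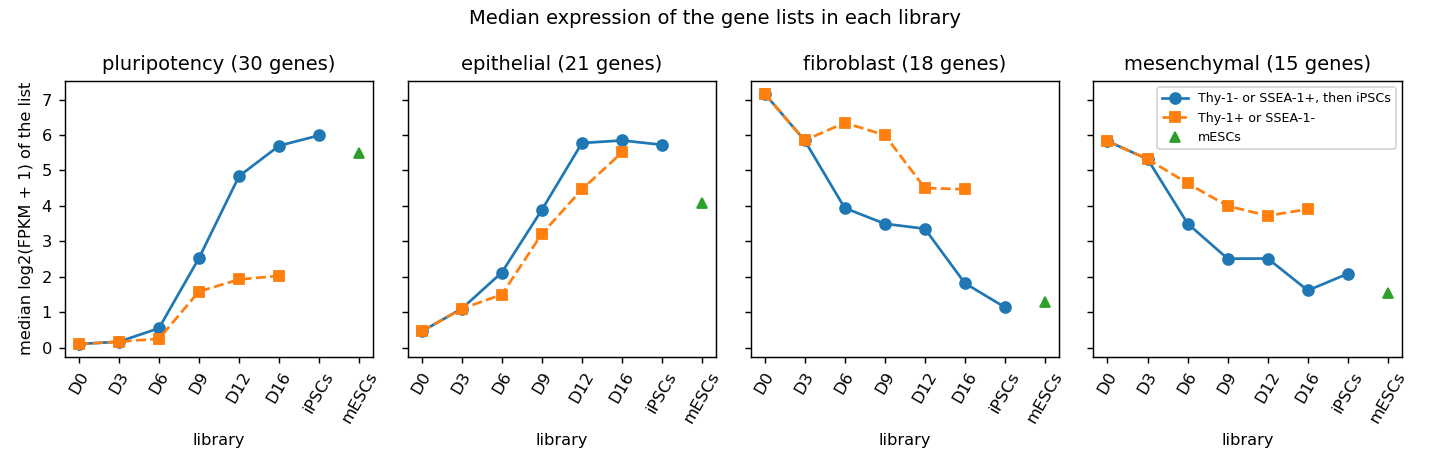
Median log2(FPKM + 1) of the pluripotency (30 genes), epithelial (21), fibroblast (18) and mesenchymal (15) lists in each library, for the Thy-1- or SSEA-1+ fractions followed by iPSCs (solid blue line), the Thy-1+ or SSEA-1- fractions (dashed orange line) and mESCs (green triangle). The routes share D0 and D3, and at day 16 the pluripotency medians were 5.70 and 2.03 while the epithelial medians were 5.85 and 5.51.

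The sorted fractions of each day were compared to find genes that differ between the routes. D6T- had 415 genes at least 2-fold higher and 1342 lower than D6T+. D9T- had 257 higher and 914 lower genes than D9T+, D12S+ had 679 higher and 429 lower than D12S-, and D16S+ had 1669 higher and 2162 lower than D16S-. At a threshold of 4-fold, which moved these counts most, D6T- had 41 higher and 349 lower genes. Scaled to the same total FPKM, D16S+ had 1980 higher and 1967 lower genes, so the excess of lower genes on day 16 was not kept. The intervals lay apart for 2 genes between D16S+ and D16S- and for 0 genes between the fractions of the other days. Since the intervals of the sorting marker Thy1 also overlapped, these counts do not show that the fractions were alike.

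**Figure D4:**
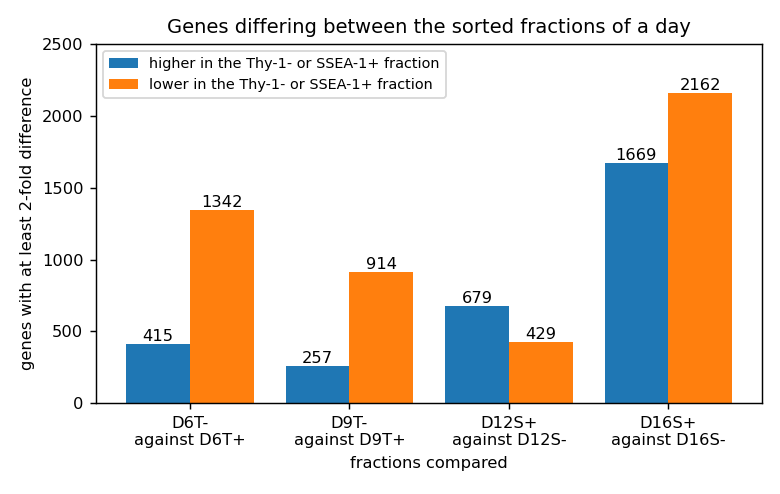
Number of genes at least 2-fold higher (blue bars) or lower (orange bars) in the Thy-1- or SSEA-1+ fraction than in the other fraction of the same day. Lower genes outnumbered higher genes on days 6, 9 and 16 (1342 against 415 on day 6), and higher genes outnumbered lower genes on day 12 (679 against 429).

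On all 4 days, 16 genes were at least 2-fold higher and 152 at least 2-fold lower in the Thy-1- or SSEA-1+ fraction. Of these, 15 of the 16 were also at least 4-fold higher, and 136 of the 152 at least 4-fold lower, in iPSCs than in D0. The largest smallest-of-4-days differences upwards were those of Slc35f2 (1.21 on the log2 scale, chromosome 9, 53619342 to 53665968), Gm6792 (1.18, chromosome 7, 6204312 to 6233668) and Rab25 (1.15, chromosome 3, 88345951 to 88352222). Slc35f2 was at 31.8 FPKM in D16S+ and 6.22 FPKM in D16S-. Rab25 was at 36.4 FPKM in D16S+, 12.9 FPKM in D16S- and 6.30 FPKM in iPSCs. Downwards, they included those of Crabp1 (-1.74) and Col1a2 (-1.55, chromosome 6, 4454814 to 4491543). Crabp1 was at 43.7 FPKM in D16S+ and 965 FPKM in D16S-.

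Genes that switched on along the successful route were counted at 1 FPKM. There were 262 genes expressed from D3 onwards, 178 from D6T-, 211 from D9T- and 285 from D12S+. Scaling to the same total moved the first of these most, to 371 genes. Genes detected only from D16S+ numbered 195, and 203 were above 1 FPKM only in iPSCs.

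Finally, iPSCs were compared with mESCs. At least 4-fold differences were seen for 310 genes, of which 175 were higher and 135 lower in iPSCs. At a threshold of 2-fold the count was 2013. No gene had intervals that lay apart (0 of 14178). The intervals were wide (median half-width of 100.1% of the FPKM for values of at least 10). A count of 0 therefore does not show that the libraries were alike. The median of the pluripotency genes was 5.99 in iPSCs and 5.49 in mESCs on the log2(FPKM + 1) scale. Of the 2 genes for histone H3.3, H3f3a ranged from 73.7 FPKM in D3 to 157 FPKM in D9T+, and H3f3b from 154 FPKM in D3 to 306 FPKM in D0.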

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

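The test below and the rule that picked this list out of 16 were chosen only after the medians of the lists had been seen. The rule asked for a list of at least 5 genes above the central 95% of the random lists on one day and below it on another, and 1 list met it. For the epidermal list (10 genes with enough expression), the median log2 difference was 0.50 between D9T- and D9T+, with 9 of 10 genes higher in D9T-, and 0.48 on day 6. On day 12 it was -0.27, with 4 genes higher and 6 lower, inside the central 95% of the random lists. It was -1.33 between D16S+ and D16S-, with 10 of 10 genes lower in D16S+. The medians of days 9 and 16 were 1.83 apart. The difference between the days was not tested, since each fraction had 1 library. With every library scaled to the same total FPKM the gap was 1.85 (0.596 on day 9 and -1.25 on day 16). This test could not have closed the gap, since the log2 difference in total FPKM between the fractions was -0.11 on both days. A factor for a whole library also moves the random lists, and among these the medians of days 9 and 16 lay at percentiles 99.93 and 0.03. The sorting marker changed from Thy-1 to SSEA-1 between days 9 and 12, so marker and day cannot be separated over that step. Days 12 and 16 shared SSEA-1, and the median went from -0.27 to -1.33 between them. That part of the gap arose without a change of marker, although each fraction had 1 library. No biological explanation was tested.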

How the results depend on the processing

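Of 177 planned recomputations, 140 stayed within the margins, 37 moved and 0 reversed direction. Most of these are counts or shares, which have no direction to reverse, so this bears mainly on the list medians. Those were of the pluripotency, epithelial, fibroblast and mesenchymal lists, from D0 to D16S+ and between D16S+ and D16S-. Other lists were not included, and some of their small medians changed sign when scaled to the same total. An example is the interferon response list in D12S- against D0 (-0.18 to 0.08). The sorted fractions form 1 pair on each of 4 days, and these pairs were compared by fold and by sign. No paired test per gene was run, and each condition had 1 library.

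The pseudocount had the widest reach. With 0.1 in place of 1, the end-point comparison gave 1829 higher and 2028 lower genes in iPSCs than in D0, and classes II, III and IV held 586, 1144 and 559 genes. D6T- then had 938 higher and 2059 lower genes, D9T- 739 and 1494, and D12S+ 1280 and 1016, each against the other fraction of its day. On all 4 days 84 genes were higher and 344 lower, and 968 genes differed between iPSCs and mESCs. The median changes from D0 to D16S+ were 8.18 for pluripotency, 6.50 for epithelial and -4.30 for mesenchymal genes, and the pluripotency difference between D16S+ and D16S- was 4.28. A smaller pseudocount weighs genes near the detection limit more; the cause was not tested further.

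The fold threshold moved all 13 counts it was tried on. At 2-fold there were 2650 higher and 3064 lower genes in iPSCs than in D0 and 2013 genes between iPSCs and mESCs. At 4-fold the higher and lower counts were 41 and 349 for D6T-, 16 and 231 for D9T-, 128 and 12 for D12S+ and 385 and 555 for D16S+, and on all 4 days 0 genes were higher and 1 was lower.

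Hierarchical clustering gave 1296 genes to the cluster dominated by class I, 833 to the clusters dominated by class III and 52 to a cluster that held 23 genes of class IV and 22 of class III, while 306 class IV genes lay in a cluster dominated by class III. No cluster was dominated by class II, so that class has no value under clustering. The cause was not tested. Unit variance lowered the share of the first component to 41.4%, and the cause was not tested. The correlation of D16S- with iPSCs was 0.917 over all genes and 0.711 over genes with at least 5 FPKM. The genes added without the filter were under 1 FPKM in every library and ranked low in both. The value over all genes is thus no separate measure of likeness.

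Scaling by the median of ratios moved none of 30 results beyond the margins. Its factors lay between 1.00 and 1.02, so the deposited values were already level by this measure. Applying it again hardly changed them and shows little. Scaling to the same total also kept 30 of 30 results within the margins. It shifted the median of all kept genes by 0.16 between D0 and iPSCs and by 0.30 between D0 and D16S+, and higher genes then made up 47.8% in place of 40.2% of the end-point genes and 50.2% in place of 43.6% of the day 16 genes, where the larger side changed. No count can change when the filter is dropped, since a gene under 1 FPKM everywhere cannot reach a 2-fold difference with a pseudocount of 1.

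For the single genes named by rule, 36 recomputations were chosen after seeing the data. Of these, 32 stayed within the margin and 4, all with the pseudocount of 0.1, moved without a change of direction. Depth limits the low genes most: what 1 fragment was worth in FPKM was 0.640 of its D0 value in D6T- and 1.03 in D9T+, so genes near 1 FPKM are counted with unequal precision.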

Other observations

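Every pattern below was seen in the data before it was tested, and the tests of transgene reads, of marker and time, of the signs of the days, of the Thy-1 selection and of short genes between iPSCs and mESCs were chosen only after the result was seen. For the interferon, antigen processing, leukocyte, and hypoxia and glycolysis lists, and for short genes on day 6, only the statistic itself was unseen when the test was written.

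Immune genes were among those higher in D16S- than in D16S+, where the pattern was first seen. Lists that leave out the genes first seen went the same way. The median log2 difference of D16S- over D16S+ was 1.32 for 22 interferon response genes (21 higher) and 1.57 for 11 antigen processing genes (11 higher), each at percentile 100 of the random lists. Scaled to the same total FPKM, these medians were 1.24 and 1.45. The difference was not particular to day 16. The interferon response list was lower in the Thy-1- or SSEA-1+ fraction by a median of -0.96 on day 6, -0.61 on day 9 and -0.71 on day 12. The antigen processing list was at -0.73, -0.86 and -0.29, the last inside the central 95% of the random lists. A list of 7 leukocyte genes differed by -0.12, 0.05 and 0.15 on these days, inside that range, but a list of this size cannot rule leukocytes out. On day 16 the leukocyte list gave no clear direction. Its median difference of D16S- over D16S+ was 0.82, at percentile 99.53, but 4 genes were higher and 3 lower, and its median level was 0.92 in D16S- and 1.37 in D16S+.

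The interferon response list was also lower in D3 than in D0, with a median of -2.79 and 22 of 22 genes lower. In D16S- its median was 0.39 above D0, with 13 genes higher and 9 lower. This lay inside the central range of the random lists (-0.37 to 0.40). In D12S- the median was -0.18 against D0, or 0.08 when scaled to the same total FPKM. Against D0 it was -1.22 in D16S+, -2.65 in iPSCs and -2.78 in mESCs, each with 22 of 22 genes lower. For this list the day 16 difference thus does not show a rise in D16S-. The antigen processing list did rise, to 1.30 above D0 in D16S-. It was at 0.17 in D16S+, -1.41 in iPSCs and -1.33 in mESCs. Fibroblasts and reprogramming cells were kept in different media. Medium, retroviral infection and OSKM induction cannot be separated in these libraries. No explanation was tested.

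Mcpt8 was at 1201 FPKM in D0 against 21.5 FPKM in D3. Leukocytes among the day 0 fibroblasts may contribute. The leukocyte list was higher in D0 than in D3 by a median of 0.65 (0.55 when scaled to the same total FPKM), with 5 of 7 genes higher, at percentile 98.6 of the random lists. Against D0 the list was at 0.43 in iPSCs, 0.29 in mESCs and 0.21 in D12S+, each with 4 genes higher and 3 lower and inside the central 95% of the random lists. Against D0 it was at -0.59 in D6T+ and -0.59 in D9T+, below the central 95%. In D6T-, D9T-, D12S- and D16S- it was at -0.69, -0.70, -0.51 and -0.64, inside that range. In D16S+ it was at 0.02, also inside. The list does not show which cells carried Mcpt8.

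A list of 24 hypoxia and glycolysis genes was higher in mESCs than in iPSCs by a median of 1.64, with 22 of 24 genes higher, at percentile 100 of the random lists. Scaled to the same total FPKM, the median was 1.53. The list was above D0 by 1.58 in mESCs, 1.22 in D16S+ and 1.62 in D16S-, but by 0.14 in iPSCs. A difference in oxygen or glucose supply of the cultures is a candidate explanation, although the labels give both the same medium, and a difference between the cell lines was not tested.

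Genes with a longest transcript under 300 nt, whose FPKM rests on few fragments, were 6.21 times as frequent among the genes 4-fold different between iPSCs and mESCs as among all kept genes. They were 5 of 286 genes with a known length, so they cannot account for most of that count. Among the genes lower in D6T- than in D6T+ the ratio was 1.11. Among the genes higher in D6T- it was 9.31, with 10 short genes of 382, which no test had been written for.

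At D6T- and D9T-, 239 genes were at least 2-fold above D0, D16S+, iPSCs and mESCs. The Thy-1- selection does not account for most of them. Of these genes, 62.8% (150 genes) were also at least 2-fold above D0 in both D6T+ and D9T+, and 9 were at least 2-fold higher in the Thy-1- than in the Thy-1+ fraction on both days. In D16S-, 157 of the 239 genes were at least 2-fold above D0.

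Across genes, which are not independent replicates, the fraction differences correlated at 0.77 between days 6 and 9 (both Thy-1) and at 0.79 between days 12 and 16 (both SSEA-1), but at 0.41 between days 9 and 12. The mean of the former values exceeded the latter by 0.37, where similarity by time alone was set to give a gap within 0.1. Only days 9 and 12 stood for pairs across markers in this gap. Day 9 correlated at 0.54 with day 16, and day 6 at 0.42 with day 16 and 0.29 with day 12. For both Thy-1 days the correlation was thus higher with the more distant SSEA-1 day. Since each marker was used on its own days, marker and stage of reprogramming cannot be told apart.

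For genes beyond 2-fold on all 4 days, 1 of the 8 ways to assign signs to the days, the real one, gave as many as 16 higher genes, and 1 of 8 gave as many as 152 lower genes. The other ways gave at most 4. With 8 ways the share cannot fall under 0.05, so this count alone cannot decide. The correlations of the differences between days were positive for every pair of days, from 0.29 to 0.79.

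At D3, Pou5f1 was at 858 FPKM while the median log2 change of the 30 pluripotency genes from D0 was 0.033. This is consistent with transgene reads in the value of Pou5f1, but the gene-level FPKM cannot separate them from endogenous expression.

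The Y-linked gene Kdm5d was at 0.0667 FPKM in mESCs and between 1.20 and 4.06 FPKM in the other libraries. The fixed list of 3 Y-linked genes had a median level of 0.35 in mESCs and between 1.14 and 2.34 in the other libraries. In mESCs the list was at -0.31 against D0, with 3 genes lower, at percentile 26.8 of the random lists. Against iPSCs it was at -1.08, with 3 genes lower, at percentile 0.88. A list of this size does not show that Y-linked expression was absent. No explanation was tested.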
